A study of Mus musculus with 16 samples.

How the data were processed

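RNA of mouse embryonic stem cells was sequenced in 16 libraries, which form 8 groups of 2 replicates each. The groups combine 2 maintenance media with 4 collection times, 0, 12, 24 and 40 h after the cells were released from naive pluripotency. Group and replicate number were taken from the sample titles. Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with a stranded poly(A) kit. The protocol describes collection at 24 or 40 h for cells from serum-containing medium, whereas samples titled 12 h exist for both media; the titles were followed.

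The deposited file is one table of counts per gene, with an Entrez identifier, a symbol and a gene length for each of 27179 genes, per the file headers. The authors deposited these counts as whole numbers that are not normalized, since the columns sum to different totals. The labels name neither the aligner, the counting program, the genome build, the annotation nor the strand setting, so no coordinates are given. Of the genes, 1049 had no symbol and 5836 had 0 counts in all libraries. Every column of values belonged to a library, so 0 columns were set aside. Total counts per library ran from 5931381 to 11142744. At this depth, the floor of 3 counts corresponds to less than 1 CPM (counts scaled to library size), and genes at or under it in all libraries of a group were treated as undetected there. Intervals and floors cover counting error only, because the reads carry no molecular identifiers.

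Genes were kept with edgeR's filterByExpr over the 8 groups (minimum count 10, minimum total count 15), which left 14288 genes. Library sizes were scaled by trimmed mean of M values (TMM). All 16 libraries were fitted in one model with a term per group, so that every comparison shares one estimate of the spread with 8 residual degrees of freedom. Information shared across genes added a median of 109 prior degrees of freedom, so very small p-values rest largely on that sharing. The titles give replicates only as numbers, so whether they were separate cultures is not known from them. The test was edgeR's quasi-likelihood F test with robust estimation, two-sided, with Benjamini-Hochberg adjustment over the 14288 genes, and a gene was called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes were derived from the F statistic, as the absolute fold change divided by the root of F. For large changes or low counts this can give less than counting error alone, so such values overstate precision. The common biological coefficient of variation was 3.19%. CPM values use the TMM-scaled totals, and log2 CPM for principal components and correlations used a prior count of 2. Where a group was at the floor, a fold is given as a lower bound computed against 3 counts.

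There were 13 comparisons: each later time against 0 h within each medium (the exit effect), one medium against the other at each of the 4 times, and the difference between the exit effects of the media at each later time (the interaction). Correlations of effects were computed across genes, which are not independent replicates. Comparisons of the later times share their 0 h libraries, so unchanged groups were simulated 20 times against those libraries.

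Before the data were examined, 10 gene lists with 200 members were fixed from general knowledge: naive pluripotency, formative and primed pluripotency, plasma membrane amino acid transporters, macropinocytosis regulators, lysosome, amino acid response (the transcriptional response to amino acid shortage), cholesterol synthesis, and the responses to ERK, Wnt and LIF/STAT3 signalling. No gene was in more than 1 list. The lists were tested with camera (limma) with a preset correlation of 0.01 in 4 comparisons, with Benjamini-Hochberg adjustment over the 40 tests. The spread of a list's median is the SD over all choices of 1 library per group.

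The rule for naming genes was fixed at the same time. From each list and comparison, up to 3 members with the smallest adjusted p could be named, or 6 for the naive, formative and transporter lists. From the 40 h exit effects, the medium comparison at 0 h and the interaction at 40 h, the 3 largest rises and the 3 largest falls were named among called genes with a mean of at least 5 CPM; outside the interaction, all libraries of one group also had to lie beyond those of the other. Because the strand setting of the counting is not stated, genes that overlap another counted gene in the RefSeq annotation of GRCm38 are uncertain, as are, among the named genes, Aire, Dnmt3l, Dnmt3a, Slc7a7, Slc7a3, Slc6a9, Atf5 and Trpm1. That annotation was used only for which genes neighbour or overlap each other, and GENCODE transcripts of the same assembly only for GC content.

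The procedure was tested on simulated data drawn from each gene's mean over all libraries, with the real library sizes and dispersions. In 1 group, 200 of 14288 genes were changed, with a fitted median absolute log2 fold change of 0.995 in the exit comparison. The edgeR test recovered 84.5% of them in the exit comparison, 85.5% in the medium comparison and 73.5% in the interaction, with 12, 10 and 6 unchanged genes called. DESeq2 recovered 74.5%, 76.5% and 63.5%. In both comparisons without a changed group, 0 genes were called. A planted list of 30 genes was called and 0 of 10 random lists were. The planted members all shifted in one direction, and genes were drawn independently of each other. The preset correlation of camera was therefore not tested.

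Alternatives fixed in advance were DESeq2's Wald test, DESeq2 size factors within edgeR, library size only, no filter beyond 1 count in total, a mean of at least 5 CPM, a replicate block, fits on only the groups compared, a minimum absolute log2 fold change of 1, camera with an estimated correlation, fry, other gene selections for the correlations, and leaving out each library in turn. Libraries thinned to the smallest total and a fit without 5 ribosomal RNA genes were added after seeing the data. Throughout, these 5 include Lars2, a protein-coding gene whose counts may hold ribosomal RNA reads. A further test of the interaction at 40 h, the share of its genes that were closer between the media at 40 h than at 0 h, was computed and then set aside because those genes had been chosen for the pattern; counts of genes by class are given in its place. In all, 10 draws of thinned libraries were added after 1 draw had been seen. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.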

Results

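Mouse embryonic stem (ES) cells were kept in either of 2 media before release from naive pluripotency, the state of the early epiblast that can be held in culture. Both media contained leukaemia inhibitory factor (LIF) and 2i, a pair of inhibitors made up of 3 uM CHIR99021, which inhibits GSK3 and so activates Wnt signalling, and 1 uM PD0325901, which inhibits MEK and so blocks ERK signalling. The medium called 2i/LIF was serum-free, and serum/LIF+2i contained 10% serum. Exit was started by moving the cells to serum-free medium without 2i and LIF for 12, 24 or 40 h, and cells at 0 h were the controls. Exit thus also removed serum, but only from serum/LIF+2i cells, so serum withdrawal is part of their exit effect and of every interaction. The base media of the exit step differed, since cells from serum/LIF+2i went into a mix made with glutamine-free DMEM supplemented with 2 mM glutamine, whereas cells from 2i/LIF stayed in their own base medium. The study's title concerns how amino acids are taken up in different pluripotent states.

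Each of the 8 groups had 2 libraries. Total counts ranged from 5931381 in replicate 1 of 2i/LIF at 0 h to 11142744 in replicate 1 of serum/LIF+2i at 40 h, and between 16393 and 18392 genes had at least 1 count per library. Replicates correlated across genes with Pearson's r of 0.991 to 0.995 on the log2 CPM scale. A chi-square test of counts found every replicate pair to differ by more than sampling noise, so no library was a copy of another. The statistic per degree of freedom was 1.42 to 5.84. It was 1.25 to 1.70 without the 5 genes removed as ribosomal RNA, Lars2 among them. The first principal component held 60.5% of the variance and ordered the libraries by time in both media. Replicates of 2i/LIF lay at -86.0 and -86.3 on it at 0 h and at 72.9 and 74.4 at 40 h, and those of serum/LIF+2i at -78.9 and -78.1 at 0 h and at 81.2 and 80.8 at 40 h. The second component held 17.5% and the third, on which all serum/LIF+2i libraries lay above all 2i/LIF libraries, held 6.72%.

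The first comparison asked how expression changed after exit within each medium. By edgeR's quasi-likelihood test, 6382 of 14288 genes were called at 12 h in 2i/LIF, 8405 at 24 h and 9837 at 40 h, the last with 4875 higher and 4962 lower. In serum/LIF+2i the counts were 7309, 9199 and 10080, with 5043 higher and 5037 lower at 40 h. The alternative that moved these counts most was a minimum absolute log2 fold change of 1, which left 4207 genes in 2i/LIF and 4212 in serum/LIF+2i at 40 h. Scaled by library size only, 54.7% of the calls at 40 h in 2i/LIF and 56.2% of those in serum/LIF+2i were higher. Genes called at all 3 times in one direction numbered 4390 in 2i/LIF and 4611 in serum/LIF+2i, against at most 1 in either medium in 20 simulations of unchanged groups sharing the same controls. The correlation across genes between the effects at 12 and 40 h was 0.644 in 2i/LIF and 0.662 in serum/LIF+2i. Between 24 and 40 h it was 0.854 and 0.885. Simulated unchanged groups with shared controls gave 0.561 and 0.599 between 12 and 40 h, and 0.550 and 0.617 between 24 and 40 h. As no gene changed in the simulations, those values are correlations of noise. How much of the observed correlations comes from the shared controls cannot be read from them.

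**Figure D1:**
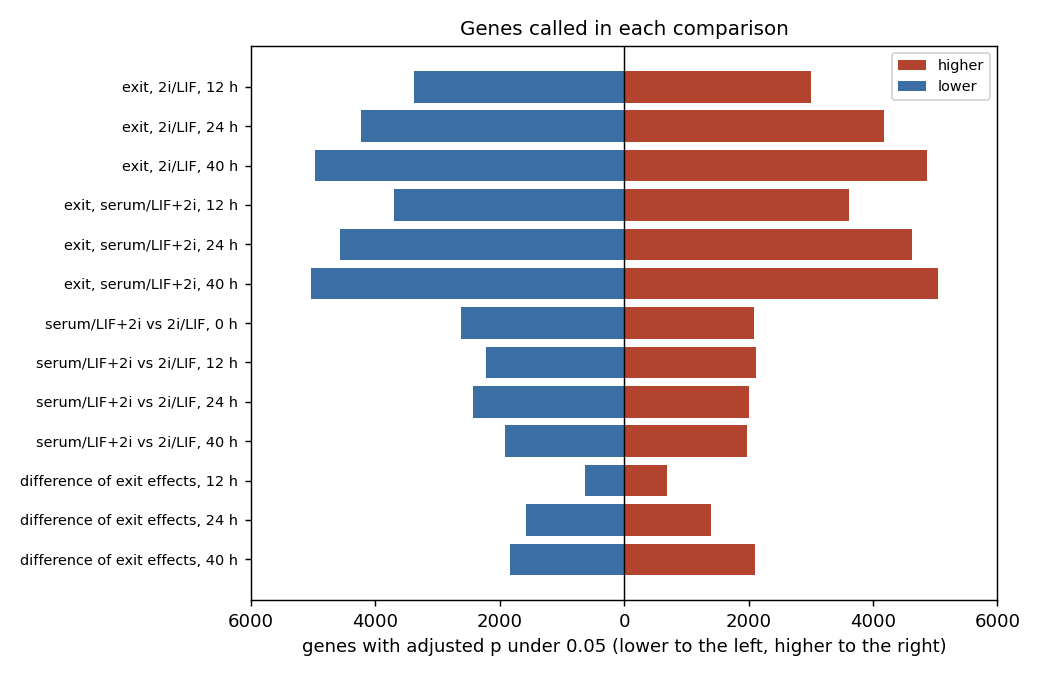
Number of genes with an adjusted p under 0.05 (edgeR, 14288 genes tested) in each of the 13 comparisons, with genes that were lower drawn to the left of 0 and genes that were higher to the right. The bars of the exit effects lengthen from 12 to 40 h in both media, and those of the difference between exit effects lengthen from 1315 to 3940 genes in total.

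By fitted log2 fold change, the largest changes from 0 to 40 h were in genes that fell to or rose from the floor of detection, where the fitted value and so the rank depend on the prior count. In 2i/LIF the 3 largest fitted rises were Car4 (Entrez 12351), from 0 to 52.2 ± 0.957 CPM (SD, n = 2), Cthrc1 (68588) and Prss50 (235631), which were at least 107-fold, 62.4-fold and 46.3-fold higher. The 3 largest fitted falls were Xaf1 (327959), from 52.5 ± 1.72 CPM to 0, Srarp (277744) and Bhmt2 (64918), at least 134-fold, 68.5-fold and 60.7-fold lower. In serum/LIF+2i, Dll1 (13388), Car4 and Cthrc1 were at least 101-fold, 96.6-fold and 65.6-fold higher, and Trpm1 (17364), Spic (20728) and Srarp at least 220-fold, 93.1-fold and 49.5-fold lower.

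Targets of the pathways acted on by the withdrawn factors gave a check of the treatment. The Wnt response list had a median log2 fold change of -4.34 ± 0.15 (spread between replicates, SD) at 40 h in 2i/LIF and -3.53 ± 0.32 in serum/LIF+2i, with 8 of 10 members lower and called in each. The ERK response list had medians of 1.09 ± 0.22 and 1.49 ± 0.01, and the LIF/STAT3 response list of -1.79 ± 0.12 and -1.50 ± 0.16. Camera called all of these (adjusted p 6.2e-07 and 1.1e-05 for Wnt, 0.000328 and 9.8e-05 for ERK, 8.9e-05 and 6.5e-05 for LIF/STAT3). As single genes, Axin2 (12006) fell by 5.04 ± 0.09 (SE) on the log2 scale in 2i/LIF, Dusp6 (67603) rose by 4.29 ± 0.10 and Stat3 (20848) fell by 3.17 ± 0.08, and each had the same direction in serum/LIF+2i.

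All 14 naive pluripotency genes fell and were called in both media at 40 h, over all genes and also adjusted over the list alone. Their median log2 fold change was -0.63, -1.79 and -4.59 at 12, 24 and 40 h in 2i/LIF, and -0.83, -2.74 and -5.28 in serum/LIF+2i. The adjusted p of the list at 40 h was 1.2e-23 in 2i/LIF and 6.4e-25 in serum/LIF+2i (camera). Nanog (71950) went from 665 ± 20.9 to 27.8 ± 1.71 CPM in 2i/LIF, a log2 fold change of -4.58 ± 0.05 (SE; adjusted p 3.4e-103), and from 801 ± 0.932 to 15.5 ± 0.817 CPM in serum/LIF+2i, a change of -5.69 ± 0.06. The log2 fold changes in 2i/LIF and serum/LIF+2i were -6.63 and -6.29 for Tfcp2l1 (81879), -4.61 and -5.87 for Esrrb (26380) and -7.04 and -6.95 for Klf4 (16600).

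All 16 formative and primed pluripotency genes rose and were called in both media at 40 h, again also adjusted over the list alone. The list's median was 2.18, 3.99 and 4.23 at 12, 24 and 40 h in 2i/LIF, and 2.13, 3.24 and 3.12 in serum/LIF+2i (adjusted p at 40 h 3.7e-18 and 4.4e-15, camera). With genes at the floor set to their bound, the 40 h medians were 4.23 and 2.96. Dnmt3a (13435) rose from 72.7 ± 5.91 to 1281 ± 14.5 CPM in 2i/LIF and from 54.7 ± 0.222 to 1045 ± 11.4 CPM in serum/LIF+2i. Otx2 (18424) was at 0.552 ± 0.293 CPM at 0 h, 19.9 ± 1.76 at 12 h, 81.4 ± 3.62 at 24 h and 62.4 ± 3.32 at 40 h in 2i/LIF. In serum/LIF+2i it was at 1.91 ± 0.415, 37.7 ± 1.36, 92.7 ± 2.67 and 10.3 ± 1.41 CPM, a log2 change between 24 and 40 h of -3.16 ± 0.09 (SE) (adjusted p 4.7e-60, edgeR, a comparison chosen after its values were seen), against -0.38 ± 0.07 in 2i/LIF.

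Of 31 plasma membrane amino acid transporters, 26 passed the filter, and 19 of these had a higher value at 40 h than at 0 h in each medium. In 2i/LIF, 23 were called, 19 higher and 4 lower, and 24 were called when adjusted over the list alone. In serum/LIF+2i, 25 were called, 19 higher and 6 lower, and 25 when adjusted over the list alone. The median log2 fold change was 0.24, 0.59 and 1.00 ± 0.01 at 12, 24 and 40 h in 2i/LIF and 0.45, 0.96 and 1.44 ± 0.05 in serum/LIF+2i, or 1.33 at 40 h with floor genes at their bound (adjusted p at 40 h 7.3e-06 and 2.7e-07, camera). Slc38a2 (67760) went from 269 ± 3.53 to 801 ± 23.5 CPM in 2i/LIF, a log2 fold change of 1.57 ± 0.04, and rose by 1.63 ± 0.04 in serum/LIF+2i. Slc7a5 (20539) rose by 1.22 and 1.46 and its partner chain Slc3a2 (17254) by 0.99 and 1.42. Slc7a7 (20540), which overlaps Oxa1l in the annotation, rose by 2.82 and 3.42. Slc6a6 (21366), a taurine carrier, fell by 1.06 ± 0.04 in 2i/LIF.

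**Figure D2:**
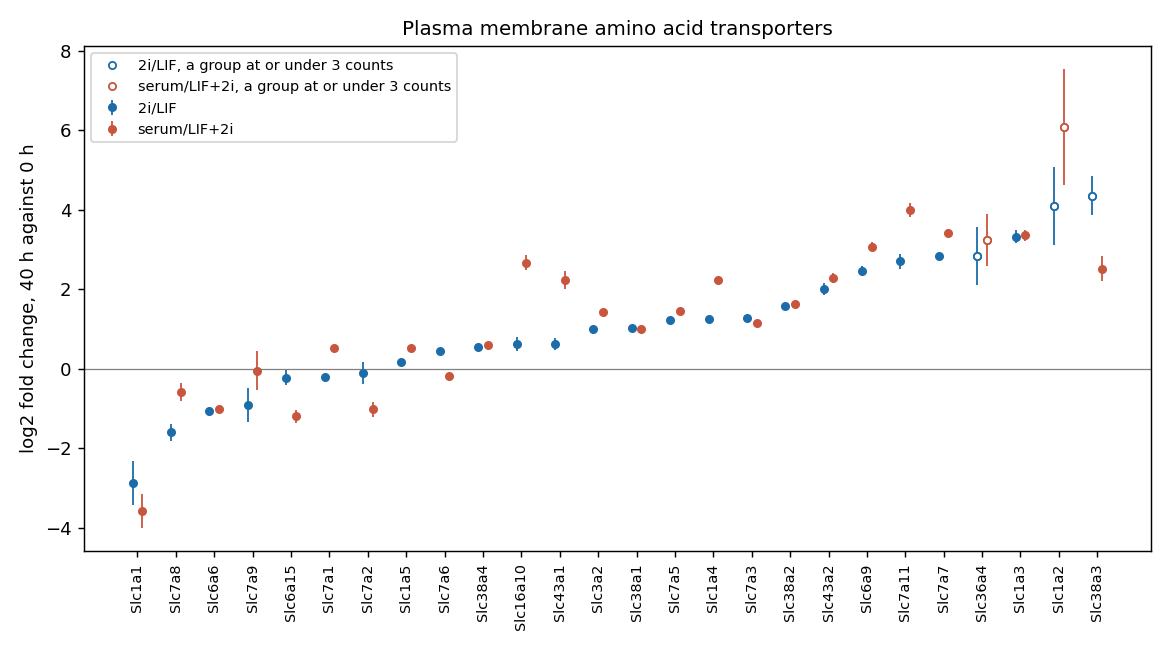
Log2 fold change from 0 to 40 h of exit (vertical axis) of the 26 tested plasma membrane amino acid transporters in 2i/LIF and serum/LIF+2i. Values are fitted, with standard errors derived from the F statistic and 2 replicates per group. Open points mark genes with a group at or under 3 counts, whose fitted value depends on the prior count. In each medium 19 of the 26 genes lie above 0.

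Macropinocytosis is the bulk uptake of fluid, and with lysosomal digestion it can supply amino acids from protein. The 23 macropinocytosis regulators had a median of -0.24 ± 0.04 at 40 h in 2i/LIF and -0.16 ± 0.04 in serum/LIF+2i and were not called by camera (adjusted p 0.451 and 0.681). Single members did change, since 22 were called in 2i/LIF, 10 higher and 12 lower, and 20 in serum/LIF+2i, with the same counts of 22 and 20 adjusted over the list alone. Snx18 (170625) had log2 fold changes of -1.54 and -1.57. The 32 lysosome genes had a median of -0.98 ± 0.10 in 2i/LIF and -0.66 ± 0.04 in serum/LIF+2i (adjusted p 4.4e-11 and 1.5e-06, camera). There 26 and 28 members were called, or 26 and 29 adjusted over the list alone. Npc2 (67963) went from 539 ± 4.89 to 122 ± 7.98 CPM in 2i/LIF and from 360 ± 7.70 to 108 ± 0.0432 CPM in serum/LIF+2i.

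The 27 amino acid response genes had medians of 0.05, 0.22 and 0.85 ± 0.14 at 12, 24 and 40 h in 2i/LIF, and of 0.28, 0.99 and 1.18 ± 0.10 in serum/LIF+2i (adjusted p at 40 h 1.4e-10 and 2.7e-16, camera). In each medium 26 rose and 1 fell, and 26 and 27 were called, the same numbers as when adjusted over the list alone. Chac1 (69065) rose by 3.49 ± 0.11 (SE) in 2i/LIF and 4.03 ± 0.10 in serum/LIF+2i. The exception was Asns (27053), which fell by 1.39 ± 0.04 on the log2 scale in 2i/LIF, from 1268 ± 2.48 to 484 ± 41.2 CPM, while in serum/LIF+2i it went from 1613 ± 29.6 to 572 ± 12.7 CPM. The 24 cholesterol synthesis genes had medians of 0.68 ± 0.05 and 1.04 ± 0.04 at 40 h (adjusted p 6.0e-08 and 1.0e-12), with 22 and 24 called, or 23 and 24 adjusted over the list alone. For the Wnt, ERK and LIF/STAT3 lists the counts adjusted over the list alone were 8, 10 and 7 in 2i/LIF and 9, 10 and 6 in serum/LIF+2i, equal to the counts over all genes.

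**Figure D3:**
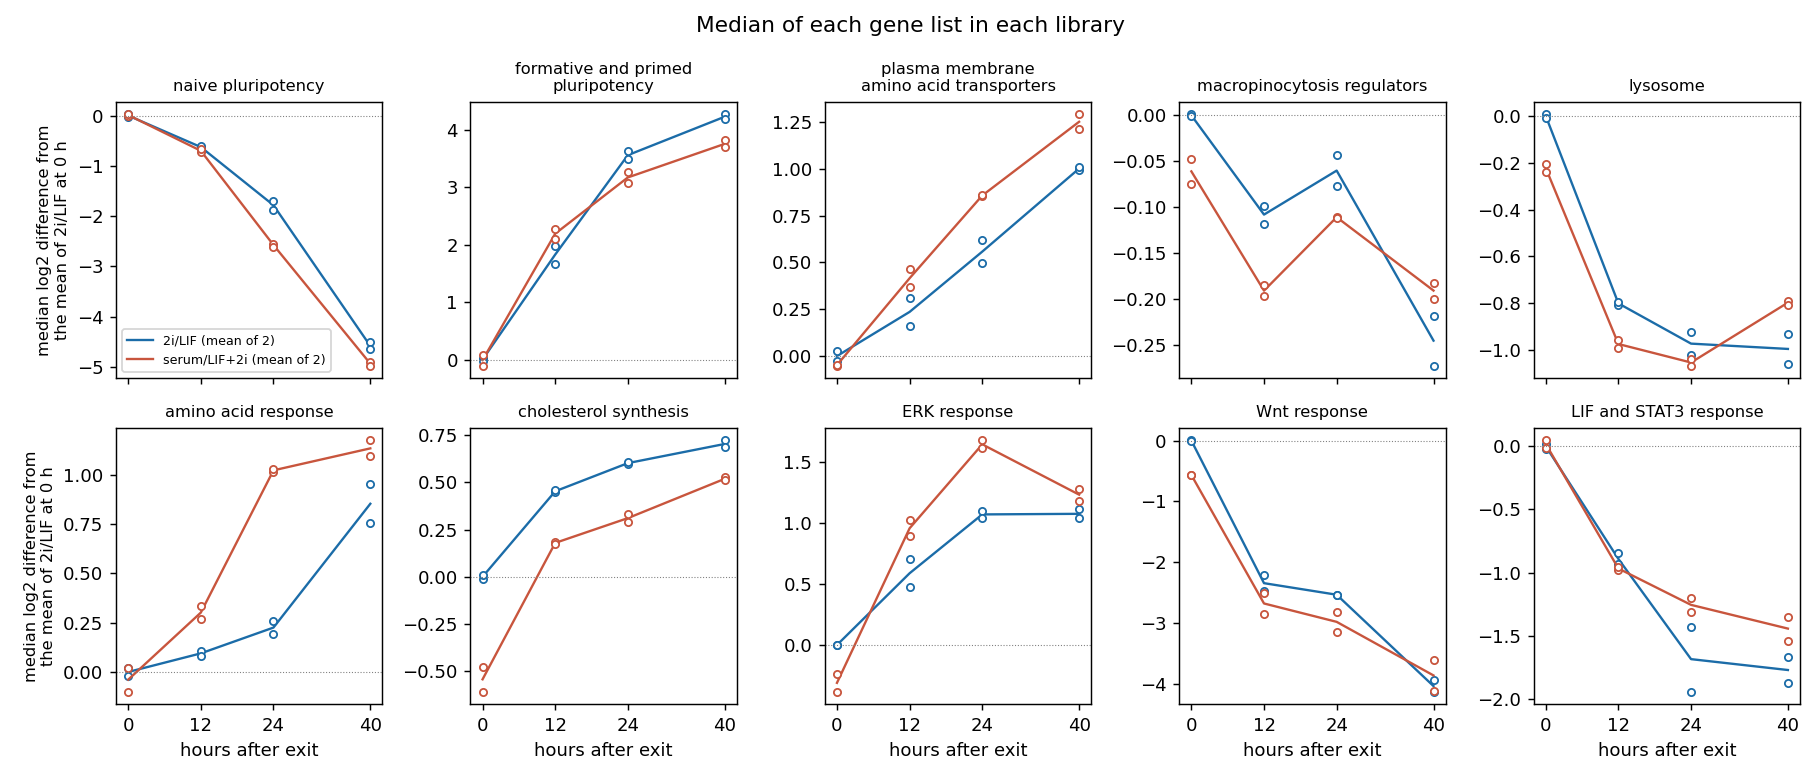
Median over the members of each of the 10 gene lists of the log2 CPM difference from the mean of 2i/LIF at 0 h (vertical axis, its own scale in each panel) against hours after exit, with a point per library and lines through the means of 2 replicates. The naive list falls by over 4 log2 units in both media, and the amino acid response list is higher in both serum/LIF+2i libraries than in both 2i/LIF libraries at 24 h.

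The next comparison asked how the media differed at a given time. At 0 h, 4710 genes were called between serum/LIF+2i and 2i/LIF, 2085 higher and 2625 lower in serum/LIF+2i. The counts were 4334 at 12 h, 4439 at 24 h and 3897 at 40 h. Among alternatives, a minimum absolute log2 fold change of 1 moved these most, to 813 genes at 0 h and 482 at 40 h, and DESeq2 called 2967 and 1890. Camera called 4 lists at 0 h, all lower in serum/LIF+2i. These were cholesterol synthesis (median -0.54 ± 0.05, adjusted p 7.0e-22, 20 of 24 members called and all of them lower, 22 adjusted over the list alone), Wnt response (-0.56 ± 0.08, 1.6e-08, 7 called and 8 over the list alone), lysosome (-0.24 ± 0.03, 6.2e-07, 21 and 22) and ERK response (-0.46 ± 0.11, 0.0288, 8 and 9). Without replicate 2 of 2i/LIF at 0 h, the ERK median was -0.23. The naive list (0.01 ± 0.01, 8 and 9 called), the formative list (-0.00 ± 0.12, 10 and 10), the transporters (-0.07 ± 0.03, 14 and 15), macropinocytosis (-0.06 ± 0.02, 12 and 12), the amino acid response (-0.05 ± 0.05, 15 and 16) and LIF/STAT3 (0.05 ± 0.06, 3 and 3) were not called.

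Among single genes at 0 h, Dnmt3l (54427) stood at 169 ± 21.9 CPM in serum/LIF+2i and 7.50 ± 1.58 CPM in 2i/LIF, a log2 fold change of 4.50 ± 0.20 (SE; adjusted p 1.3e-07). Aire (11634), which overlaps Dnmt3l in the annotation, was 4.09 ± 0.34 higher on the same scale. Stra8 (20899) was lower, at 1.18 ± 0.415 against 21.1 ± 1.65 CPM, a change of -4.14 ± 0.30. By fitted value, Prss50 had the largest rise, but it was at or under the floor in both groups. Irs4 (16370) and Pkdcc (106522) had larger fitted falls than Stra8, with 0 counts in serum/LIF+2i, and were at least 1.45-fold and 1.13-fold lower.

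The medium differences were not constant over time. Their correlation across genes with the difference at 0 h was 0.445 at 12 h, 0.278 at 24 h and 0.0841 at 40 h (Pearson; Spearman 0.511, 0.302 and 0.0910), without shared libraries. Of genes called at 0 h and at the later time, 94.3% of 2503 had the same direction at 12 h, 78.8% of 2125 at 24 h and 58.1% of 1675 at 40 h. Restricting the genes to those called at 0 h gave the largest shift at 12 h, to 0.665. Exit effects themselves were correlated between the media at 0.766, 0.837 and 0.878 at 12, 24 and 40 h (Spearman 0.740, 0.799 and 0.844). At 40 h 8098 genes were called in both media, and 96.2% of them changed in the same direction. The alternative that moved this most was a mean of at least 5 CPM, which gave 0.924 at 40 h.

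The last comparison asked whether the exit effect itself differed between media. The interaction called 1315 genes at 12 h, 2966 at 24 h and 3940 at 40 h, the last with 2109 more positive and 1831 more negative in serum/LIF+2i. With a minimum absolute log2 difference of 1 there were 232, 529 and 803. Without ribosomal RNA genes, the share of calls that were more positive at 12 h was 41.3% in place of 52.2%. Of the 3940 genes at 40 h, 1751 were called between the media at 0 h only, 988 at 40 h only, 245 at both times in one direction, 702 at both times in opposite directions and 254 at neither.

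Camera called 5 lists for the interaction at 40 h. Cholesterol synthesis (0.37 ± 0.05, adjusted p 3.0e-11), the amino acid response (0.32 ± 0.07, 1.6e-08), lysosome (0.35 ± 0.06, 1.0e-07) and the transporters (0.31 ± 0.06, 0.00878) had more positive exit effects in serum/LIF+2i, with 22 of 24, 24 of 27, 28 of 32 and 19 of 26 members in that direction. The formative list was more negative (adjusted p 0.00216), although its median of -0.14 was within its spread of 0.15 and was -0.73 with 4 members at the floor left out. Without replicate 2 of serum/LIF+2i at 0 h the transporter median was 0.20, and without replicate 1 of 2i/LIF at 0 h the formative median was -0.49. Adjusted over the list alone, 21, 18, 19, 15 and 10 members were called in cholesterol synthesis, amino acid response, lysosome, transporters and formative, against 18, 18, 16, 14 and 9 over all genes. The naive list (-0.20 ± 0.16), macropinocytosis (0.10 ± 0.01), ERK (0.68 ± 0.19, adjusted p 0.0518), Wnt (0.60 ± 0.14) and LIF/STAT3 (0.12 ± 0.10) were not called, and adjusted over the list alone 10, 9, 7, 5 and 3 of their members were. Of all camera calls in the 4 comparisons, those on the amino acid response in the exit of 2i/LIF, ERK at 0 h, and the formative, transporter and amino acid response lists in the interaction did not hold with an estimated correlation, and all held under fry.

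By fitted value, the largest interactions at 40 h in the positive direction were Stra8, Pkdcc and Cdx1 (12590), and in the negative direction Aire, Prss50 and Otx2. Stra8 rose from 1.18 ± 0.415 to 105 ± 0.432 CPM in serum/LIF+2i and went from 21.1 ± 1.65 to 30.6 ± 6.92 CPM in 2i/LIF, an interaction of 5.93 ± 0.30 (SE; adjusted p 8.1e-20). Aire went from 12.6 ± 3.12 to 6.16 ± 1.04 CPM in serum/LIF+2i and from 0.745 ± 0.409 to 10.4 ± 0.0479 CPM in 2i/LIF (-4.84 ± 0.40). The interaction of Otx2 was -4.32 ± 0.54 (adjusted p 6.7e-11). Cdx1 fell from 180 ± 3.87 CPM to 1 count per library in 2i/LIF, at least 461-fold lower, and from 50.7 ± 5.62 to 1.10 ± 0.219 CPM in serum/LIF+2i. For Pkdcc and Prss50 at least 1 group was at or under the floor at 0 h, so the size of their interactions depends on the prior count.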

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

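The tests of depth, ribosomal RNA reads, counts near the floor, the neighbouring gene, the later fall of Otx2 and the starting levels of lists were chosen after the results were seen; the tests of length and GC trends and of single batches were written down before their outcome was computed. Everything in this part was singled out because the exit effect differed between the media by a test of the difference itself. A first measure of starting levels, the list median at 0 h, was replaced by the change of the gap between the media per member, because such a median averages members that go both ways. The later measure can count against starting levels but not for them.

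The interaction called 1315 genes at 12 h, 2966 at 24 h and 3940 at 40 h. A difference in depth is a technical candidate, since the serum/LIF+2i libraries of later times hold more counts. With all libraries thinned to the smallest total, 3389 genes were called at 40 h, of which 3204 were among the 3940, and 10 further draws, added because a single draw was found to decide the call of Prss50, gave 3330 to 3444. A difference in depth therefore explains little of the pattern as a whole. Leaving out 5 ribosomal RNA genes gave 3941 calls, 3778 of them shared. Removing each library's trend with gene length and GC content, available for 93.1% of genes, gave 3712 calls, 3216 of them shared.

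A batch that hit only the 40 h groups would leave the interactions at 24 and 40 h unrelated. Taken against different 0 h replicates, they correlated across genes at 0.433 or, with the replicates swapped, 0.434. A batch of only the 0 h groups would leave little between 12 and 40 h, yet the change of the medium difference between those times called 3547 genes, of which 2223 were among the 3940. Library batches in several groups cannot be told apart from the groups, because 0 samples carry a batch label. The biological difference named by the design, the maintenance medium, stays open, as does the base medium of the exit step, which differed along with it.

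Among lists, cholesterol synthesis (interaction median 0.37) and lysosome (0.35) differed between the media already at 0 h, by -0.54 and -0.24, and differed less at 40 h, by -0.18 ± 0.02 and 0.0851 ± 0.09 (spread). The absolute gap between the media changed from 0 to 40 h by a median over members of -0.35 ± 0.05 (spread) for cholesterol synthesis, where 22 of 24 members were closer at 40 h, and of -0.12 ± 0.04 for lysosome, where 23 of 32 were. Different starting levels and a response to exit cannot be told apart for these 2 lists, because they were chosen for their interaction, and a positive interaction after a negative difference at 0 h makes a smaller gap by itself. The loss of serum at exit in serum/LIF+2i cannot be separated from either. The lysosome list did not close its gap steadily, since the media differed by -0.43 at 12 h, and 11 of its members were called higher and 3 lower in serum/LIF+2i at 40 h. Length and GC trends do not account for it, since medians of 0.40 and 0.29 were left after their removal, beyond spreads of 0.05 and 0.06.

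The amino acid response list (0.32) and the transporters (0.31) had another course. For the amino acid response the gap per member grew by a median of 0.17 ± 0.06 over 26 members off the floor. At 40 h the list median differed by 0.35 ± 0.08, with 24 of 27 members called higher in serum/LIF+2i and 0 lower, so different starting levels do not account for the interaction as a whole. For the transporters the gap changed by -0.0208 ± 0.08 over 23 members, of which 12 were closer at 40 h. At 0 h 7 transporters were called higher and 7 lower, and at 40 h 12 higher and 3 lower, with a list median of 0.22 ± 0.10. Different starting levels are therefore not the whole cause for the transporters, and whether they are part of it cannot be told apart, as the change of the gap was within its spread. After removal of length and GC trends the medians were 0.37 and 0.21, beyond spreads of 0.07 and 0.06. A candidate explanation is an effect of the medium on amino acid supply during exit. It was not tested, and both calls were lost with an estimated correlation (adjusted p 0.0971 and 0.127).

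The formative list had an interaction median of -0.14, within its spread of 0.15. Its median at 0 h was near 0 (-0.0047) over members that went both ways, 6 called higher and 4 lower. Over the 12 members off the floor, the gap between the media changed by a median of -0.42 ± 0.10 from 0 to 40 h, and 7 of the 12 were closer at 40 h. Whether different starting levels are part of this interaction cannot be told apart, since a smaller gap also follows from the choice of the list by its interaction. They are not the whole cause, since at 40 h the list median differed by -0.31 ± 0.10, with 10 of the 16 members called lower in serum/LIF+2i and 3 higher. After removal of length and GC trends it was -0.20. Whether such trends contribute cannot be told apart from noise here, since the uncorrected median does not exceed its own spread; this reading was adopted after the corrected value had been seen, and by the criterion written first, -0.20 against a spread of 0.15 would have counted against such trends.

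The gene Stra8 (interaction 5.93) kept an adjusted p of at most 3.3e-06 under DESeq2 and 10 draws of thinned libraries, and Aire (-4.84), Otx2 (-4.32) and Cdx1 (4.76) kept at most 2.3e-15, 6.5e-09 and 0.000111. The draws are a weak test for Stra8, Aire and Otx2. Their lowest counts, 6 and 10, 6 and 3, and 2 and 5, lie at 0 h, in libraries close to the smallest total. With 1 library left out, their interactions ran from 5.61 to 6.34, from -5.49 to -4.34 and from -5.01 to -3.90. Counts near the floor are thus a poor explanation for Stra8, Aire, Otx2 and Cdx1, though less firmly excluded for Aire and Otx2. For Cdx1, with 1 count in each 2i/LIF library at 40 h, the interaction was still 3.33 with that group set to the floor. Pkdcc (5.44) kept an adjusted p of at most 0.0270, but its interaction was 0.61 with serum/LIF+2i at 0 h set to the floor, so counts near the floor and a real difference cannot be told apart for it. This use of the floor was added after the first outcome had been seen, and by adjusted p alone Pkdcc would have passed. Prss50 (-4.68) had an adjusted p of up to 0.139, over 0.05 in 4 of 10 thinned draws and 0.0966 with DESeq2, so that its interaction may come from the 2 and 3 counts seen in serum/LIF+2i at 0 h against 0 in 2i/LIF.

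Aire overlaps Dnmt3l in the annotation and could have taken up its reads. In serum/LIF+2i from 0 to 40 h, Aire changed by -1.03 on the log2 scale while Dnmt3l changed by 1.81, which a constant share of the reads of Dnmt3l would not give. Other values went both ways. The interaction of Dnmt3l was -3.42, in the direction of that of Aire, and in 2i/LIF both rose from 0 to 24 h, from 0.745 to 25.4 and from 7.50 to 422 CPM, and fell by 40 h. At 40 h Dnmt3l was higher in serum/LIF+2i than in 2i/LIF, at 591 against 279 CPM, while Aire was lower, at 6.16 against 10.4 CPM. Reads of Dnmt3l in a share that changes over time cannot be told apart from shared regulation, because the strand setting of the counting is not stated. The fall of Otx2 from 24 to 40 h in serum/LIF+2i was -3.16 ± 0.09 (SE from the F statistic) on the log2 scale. It rests on 855 and 891 counts against 131 and 96, which argues against low read depth. A medium-dependent downregulation of Otx2 is a hypothesis found in these same data.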

How the results depend on the processing

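No called list and no named gene that was called reversed its direction under any alternative run; list medians near 0 that were not called did change sign, and so did a few called genes when a library was left out. A minimum absolute log2 fold change of 1 lowered every count by construction. It left 1755, 2965 and 4207 genes for the exit of 2i/LIF at 12, 24 and 40 h, 2128, 3418 and 4212 for serum/LIF+2i, 813, 666, 620 and 482 for the media at 0, 12, 24 and 40 h, and 232, 529 and 803 for the interaction. DESeq2 called 2967, 2532, 2590 and 1890 genes between the media and 543, 1687 and 2272 for the interaction, more than 1.5 times fewer; it also recovered fewer changed genes in simulation, and the cause was not tested further. DESeq2's counts for the 6 exit effects, and all 13 counts under DESeq2 size factors, library size only, no filter, a mean of at least 5 CPM, fits on only the groups compared, thinned libraries and no ribosomal RNA genes, stayed within 1.5 times. The last of these moved the share of interaction calls that were more positive from 52.2% to 41.3% at 12 h and from 53.5% to 49.4% at 40 h. With library size only, the share of higher genes at 40 h went from 49.6% to 54.7% for the exit of 2i/LIF. For serum/LIF+2i it went to 56.2%, from 5043 higher and 5037 lower genes, and between the media from 50.8% to 60.1%. Between the media at 40 h it was 44.2% with DESeq2 and 48.6% in the fit on only the groups compared. With DESeq2 size factors within edgeR it was 51.4%. Which direction held more genes thus depends on the scaling and also on the test and the libraries fitted.

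Samples with the same replicate number did not deviate together, as the 28 correlations between groups ran from -0.023 to 0.033. A replicate block changed no call of a list or named gene and no count by over 1.5 times, although single genes crossed the threshold (interaction at 40 h, 3947 genes called, 3921 of them shared with the 3940). Replicate numbers are therefore only names.

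Among list tests, an estimated correlation removed 5 camera calls, the amino acid response in the exit of 2i/LIF (median 0.85, adjusted p 0.0700), ERK at 0 h (-0.46, 0.0682), and in the interaction the formative list (-0.14, 0.0811), the transporters (0.31, 0.127) and the amino acid response (0.32, 0.0971). Fry asks whether members change at all relative to 0 and not relative to other genes. It added macropinocytosis in the exit of 2i/LIF (-0.24), of serum/LIF+2i (-0.16), at 0 h (-0.0605) and in the interaction (0.10). At 0 h it added the formative list (-0.0047) and LIF/STAT3 (0.0526). These 2 medians do not show the direction of the called members. For LIF/STAT3, 0 were higher and 3 lower in serum/LIF+2i, and for the formative list 6 were higher and 4 lower. In the interaction fry added naive (-0.20), ERK (0.68) and Wnt (0.60). ERK in the interaction was also called with a mean of at least 5 CPM (0.68, adjusted p 0.0268) and with thinned libraries (0.67, 0.0461), and the formative list at 0 h without ribosomal RNA genes (0.013, 0.0162); the cause was not tested.

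Correlations depended on which genes entered, and the cause was not tested. With a mean of at least 5 CPM, the agreement of exit effects between media was 0.889, 0.904 and 0.924 at 12, 24 and 40 h and the persistence of the medium difference 0.621, 0.366 and 0.146. Over genes called in at least 1 medium, agreement was 0.832, 0.852 and 0.883, and over genes called at 0 h, persistence was 0.665, 0.455 and 0.151.

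Leaving out 1 library of a comparison left 1 library in that group, so only values are given, from the lowest to the highest fit. For the exit of 2i/LIF at 40 h, the list medians ran from -1.08 to -0.94 for lysosome, 0.91 to 1.35 for ERK and -1.93 to -1.70 for LIF/STAT3. For serum/LIF+2i they ran from -5.28 to -5.21 for naive, 1.01 to 1.08 for cholesterol synthesis, 1.49 to 1.51 for ERK and -3.96 to -3.27 for Wnt. Between the media at 0 h they ran from -0.0062 to 0.0225 for naive, -0.16 to 0.17 for formative, -0.0766 to -0.0441 for transporters, -0.0918 to -0.0462 for macropinocytosis, -0.26 to -0.20 for lysosome, -0.11 to 0.0242 for the amino acid response, -0.62 to -0.49 for cholesterol synthesis, -0.52 to -0.23 for ERK and -0.0079 to 0.0542 for LIF/STAT3. For the interaction at 40 h the ranges were -0.30 to -0.0668 for naive, -0.49 to -0.11 for formative, 0.20 to 0.40 for transporters, 0.0720 to 0.11 for macropinocytosis, 0.27 to 0.35 for lysosome, 0.29 to 0.43 for the amino acid response, 0.30 to 0.42 for cholesterol synthesis, 0.24 to 0.72 for ERK, 0.30 to 0.82 for Wnt and 0.0309 to 0.21 for LIF/STAT3. The other list medians moved by less than their spread. Agreement ran from 0.696 to 0.727 at 12 h, 0.784 to 0.812 at 24 h and 0.843 to 0.865 at 40 h, and persistence from 0.352 to 0.401, 0.203 to 0.263 and 0.0495 to 0.0984.

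Leaving out 1 of the libraries a comparison does not use kept all counts within 1.5 times, and called genes kept their direction in 99.96% to 100% of cases across 64 fits that left out a library of their own comparison. Of named genes, Prss50 lost its call at 0 h (adjusted p 0.0568) and in the interaction (0.0600) without a filter and with DESeq2 (0.0883 and 0.0966). Il6st at 0 h lost it under 4 alternatives, with adjusted p from 0.0706 to 0.163, Znrf3 in the interaction with DESeq2 (0.0653) and Socs3 in the interaction with thinned libraries (0.105). The depth, 5931381 counts in the smallest library, limits statements about genes near 3 counts, for which only bounds are given.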

Other observations

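The tests of gene length, of the pace of exit across genes, and of depth and of length and GC trends for the amino acid response list were written down before their outcome was computed. The comparison of that list between 24 and 40 h and the test on Lars2 were chosen after the result was seen.

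The naive genes fell further by 24 h in serum/LIF+2i than in 2i/LIF, which raises the hypothesis that exit is faster from that medium. If so, the medium difference at a given time would resemble the further course of exit in 2i/LIF. Across genes, the difference at 12 h correlated at 0.268 with the change from 0 to 24 h in 2i/LIF, and the difference at 24 h at 0.400 with the change from 12 to 40 h, in both cases without shared libraries. The difference at 0 h already correlated at 0.147 with the latter change. A faster exit may thus be part of the medium difference at these times. At equal times the list medians gave a mixed picture, with the formative list 0.41 higher in serum/LIF+2i at 12 h and -0.10 apart at 24 h, and the naive list -0.0403 apart at 12 h and -0.61 at 24 h.

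The amino acid response list departed from such a shift in time. Its interaction median was 0.70 at 24 h. It stayed at 0.71 after removal of length and GC trends and at 0.74 with thinned libraries, beyond a spread of 0.07, so neither trends nor depth account for it. In serum/LIF+2i at 24 h the list stood 0.22 ± 0.06 (spread) above 2i/LIF at 40 h, with 14 of 27 members called higher and 6 lower, although the naive list was still 2.39 ± 0.07 above its level there. A faster exit alone therefore does not explain the early rise. A response to the different base medium of the exit step is a hypothesis that these libraries leave open, since base medium and maintenance medium changed together. The same holds for a response to serum withdrawal.

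Asns fell in both media while the other 26 members of the amino acid response list rose. Its level fell early, from 1268 ± 2.48 to 646 ± 8.88 CPM within 12 h in 2i/LIF and from 1613 ± 29.6 to 823 ± 6.44 CPM in serum/LIF+2i. No explanation was tested.

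Counts of the ribosomal RNA gene Rn45s varied between replicates far more than those of most genes, for example 146553 and 67815 in the replicates of serum/LIF+2i at 24 h. Over the 8 groups, the log2 replicate difference of Lars2 followed that of Rn45s with Pearson's r of 0.980 (exact permutation p 0.000248, two-sided) and Spearman's rho of 0.976 (exact permutation p 0.000397). Without the 2 groups farthest from the median, r was 0.927. These were picked from several genes after a look at the replicate differences. Reads of ribosomal RNA carried over into the poly(A) libraries and assigned in part to Lars2 are a candidate cause, and a change of Lars2 in these data is better not read as messenger RNA.

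Exit effects at 40 h had little relation to gene length, with a Spearman correlation across genes of -0.021 in 2i/LIF and 0.072 in serum/LIF+2i. Differences between replicates correlated with length at -0.037 to 0.058, so the value in 2i/LIF is no larger than library preparation gives between replicates, and for serum/LIF+2i a small bias and a small real trend cannot be told apart.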
